A study of Mus musculus with 20 samples. Its data were reported in "A Cross-Tissue Investigation of Molecular Targets and Physiological Functions of Nsun6 Using Knockout Mice" (2022).

How the data were processed

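The series holds mRNA bisulfite libraries of WT and Nsun6 KO mice from 5 organs, namely heart, kidney, spleen, liver and small intestine, with 2 libraries for each tissue and genotype. Per the labels and the study's methods, mRNA was captured, treated with bisulfite and made into stranded libraries. Sites were called in each library by the authors with a pipeline for RNA m5C; its version and the aligner are not given in the sources used here. The build named in the submitters' processing notes is mm10. A single deposited table covers all 20 libraries, and each column used was assigned to its sample by the name in the header.

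Per the file headers the table gives, for each site and library, the coverage as a count of reads, the count of reads with an unconverted C, and the level as a fraction. The authors' fraction equals the unconverted count divided by the coverage count. A further column marks whether the authors passed the site in that library. The deposited p-values, nonconversion rates and signal fractions, 60 columns in all, entered no test and were not used here. Every site the authors passed in a library had at least 20 reads, 3 unconverted reads and a level of 0.1 there, and the lowest coverage listed was 10. The deposited list therefore holds sites that passed somewhere, not all cytosines, and a listed site without a value in a library had too few reads there.

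Of the 32378 sites, 27803 had a gene. Sequence and annotation came from the mm10 reference genome and GENCODE M21, in which 10233 of the 10243 gene identifiers were found. The reference base was C at all 32365 sites with sequence (100%). CTCCA and CNGGG were read from the reference with the methylated C first, and each site was given its region, its exon and its distance from the stop codon.

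Groups, tests and alternatives were fixed from the labels and the study's methods. Gene lists were fixed at the same time, from general knowledge and from genes that the study names from these libraries. A site met the criteria in a genotype of a tissue with at least 20 reads and at least 2 unconverted reads in both libraries and a mean level of at least 0.05. A site at level 0 in KO met them in WT and had 0 unconverted reads among at least 20 in both KO libraries; the minimum in KO was added here because the methods do not state one. In WT the criteria left 116 sites in small intestine, 122 in liver, 122 in spleen, 154 in kidney and 485 in heart. Trading WT and KO gave the background of this rule. For tests within a tissue, sites had to meet the criteria in WT or in KO, so that the choice did not favour a genotype, and have 20 reads in all 4 libraries. Unconverted and converted counts were fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest, an intercept per library, a methylation term per genotype, R 4.3.3, with the data.table package, version 1.17.8) with Benjamini-Hochberg adjustment at 0.05, two-sided. Across tissues the model had terms for tissue and genotype and used sites with 20 reads in all 20 libraries. The test between WT tissues was an edgeR F test over the 10 WT libraries. Limma 3.58.1 on the logit of the level, with 0.5 added to both counts, was the second tool, and Fisher's exact and Cochran-Mantel-Haenszel tests on summed counts were run beside them.

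Mean levels of a class of sites were compared by an exact two-sided permutation of genotype within tissues (7776 arrangements). Shares and gene lists were compared with two-sided Fisher's exact tests. Confidence intervals of shares are exact Clopper-Pearson intervals at 95%, and the limit for a count of 0 is 3 counts divided by the reads. Tables were joined with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

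Genes named in the text follow a fixed rule. It took, per tissue, the 6 sites at level 0 in KO with the highest WT level, the 3 sites with the smallest adjusted p in each direction, and the 3 highest WT sites that were not at level 0 in KO. It also took the 10 lower and 5 higher sites with the smallest adjusted p across tissues, genes taken from the study (Igfbp6, Csf1r, Afg3l1, Vwa8, Furin and Nectin2, which its text names, and Tapbp, which only its supplementary tables list), up to 4 members of each gene list, and the 5 sites with the smallest adjusted p between WT tissues. This gave 203 pairs of a site and a tissue in 94 genes, of which the text gives a part. Genes outside the rule, named because their counts were small or their reads stood out, were chosen after their values were seen: Hdlbp, Myom1, Atpaf1 and Tmem250-ps in heart, the genes of the CTCTA sites, the genes with reads in heart KO replicate 2, Cela2a, and the sites tested in at least 3 tissues.

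Marker lists for heart, liver, spleen, kidney, small intestine epithelium, erythroid, plasma cell, pancreas acinar, adipose, smooth muscle and skeletal muscle were read out as shares of reads over listed sites. Of their genes, 4 of 8 heart, 3 of 8 liver, 7 of 8 spleen, 5 of 8 kidney, 3 of 8 small intestine, 4 of 6 erythroid, 3 of 6 plasma cell, 2 of 6 pancreas, 3 of 5 adipose, 4 of 5 smooth muscle and 2 of 5 skeletal muscle genes had a listed site. Since the table lists sites, not genes, these shares do not measure expression.

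The tests were tested on simulated data drawn at the coverage and spread of each comparison, with 10% of sites set to 0 in KO and 10% halved. The edgeR test recovered 4 of 13 sites set to 0 in small intestine (127 sites simulated), 7 of 15 in liver (154), 0 of 15 in spleen (152), 0 of 21 in kidney (209), 7 of 52 in heart (523) and 17 of 22 across tissues (216). Of the halved sites it recovered 0 within each tissue and 1 of 22 across tissues, and it called 0 of the unchanged sites in each comparison. A count of few or 0 sites within a tissue therefore does not show that levels were equal. The simulation kept the sites already chosen and did not repeat their choice by the criteria. Simulated levels came from reads summed over both genotypes, raised to at least 0.05 within a tissue. The shares of false calls and of recovered sites may therefore differ in the real tests.

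Libraries of a group were checked for repeated deposits: their coverage differed by a chi-square per degree of freedom of 4.11 to 80.1, more than counting error gives, so none was merged as a repeated deposit. This does not show whether the libraries of a group came from separate RNA or animals. Alternatives covered the coverage minimum, the unconverted read and level minimums, the rule for KO, the tool, the dispersion, a block for the replicate number, the choice of sites, clustered sites, genes whose symbols have -ps, Gm or Rik (taken as pseudogene copies), matched reads and leaving out each library in turn. Alternatives added after the data had been seen were the mean levels over sites chosen on summed reads, the fit without the listed copies of Selenok, the crossed replicate block in heart, leaving out spleen KO replicate 2 and kidney KO replicate 2 together, the test between tissues in KO libraries, and the authors' mark of passed sites. The comparison of the gene lists with the genes of the swapped rule was also added then.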

Results

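Bisulfite sequencing of mRNA was carried out on 5 tissues of wild-type (WT) mice and of knockout (KO) mice without Nsun6, an RNA methyltransferase that places 5-methylcytosine (m5C) on mRNA. Small intestine, liver, spleen, kidney and heart each had 2 WT and 2 KO libraries, 20 libraries in all. Bisulfite converts unmethylated cytosine so that it is read as T, and the m5C level of a site is the number of its reads that still carry C divided by its coverage. The authors' table listed 32378 cytosines, of which 31444 (97.1%) had been passed in exactly 1 library. Reads over the listed sites summed to between 1230665 (heart KO replicate 2) and 4640168 (kidney KO replicate 1) per library, and the median coverage of a site ranged from 26 to 82 reads. Outside the tested sites the pooled level was 3.83% in spleen KO replicate 2 and 3.42% in kidney KO replicate 2, against 0.0980% to 2.05% in the other libraries. Nsun6 itself had 0 listed sites, so its deletion was not checked here. Positions are given on mouse build mm10, counted from 1. PCR reads without molecular identifiers are not independent molecules, so intervals and the limits given for a count of 0 cover counting error only. The sources used here do not say whether the libraries of a group came from separate animals, so p-values measure at most the spread between these samples. They also do not say whether organs came from the same animals, and the tests over several tissues treat all libraries as independent. Fisher's exact tests over sites or genes hold no spread between libraries.

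The first question was which m5C sites of normal tissue are lost without Nsun6. Csf1r, the receptor for macrophage colony-stimulating factor, carried a site in coding exon 17 (chromosome 18, position 61129085) that kept 0 unconverted reads in KO in 4 tissues. Its WT level was 0.417 ± 0.0473 (SD, n = 2) in heart, 0.365 ± 0.0595 in spleen, 0.328 ± 0.00580 in liver and 0.146 ± 0.105 in kidney. The KO libraries held 204, 423, 81 and 272 reads there, which allows levels of up to 0.0147, 0.00709, 0.0370 and 0.0110 in the same order. In kidney the highest such site was assigned to Nat8f3 (chromosome 6, position 85733097, intergenic in the annotation used), with a WT level of 0.275 ± 0.0149 (SD, n = 2) and 0 of 316 KO reads unconverted. A coding site of Ephx2, the soluble epoxide hydrolase (exon 3, chromosome 14, position 66110240), was at 0.230 ± 0.0725 in WT kidney and at 0 of 315 reads in KO kidney. Ighg3, an immunoglobulin heavy chain constant region gene, had a level of 0.162 ± 0.00620 in WT spleen in coding exon 4 (chromosome 12, position 113359715), with 0 of 254 KO reads unconverted. These sites all have the sequence CTCCA, but 9 of the 11 spleen sites at level 0 in KO lacked it. Among those, Elmo2 (0.277 ± 0.346) and Avl9 (0.183 ± 0.141) had higher WT levels than Ighg3, with a large spread between the 2 WT libraries. In liver, Vwa8 (0.303 ± 0.279) and Usf2 (0.183 ± 0.177) also lacked CTCCA.

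Counted by the criteria of the study's methods, the WT libraries of heart held 485 sites, or 3.59% of the 13522 listed sites with enough reads in both. Kidney held 154 (1.29% of 11925), liver 122 (1.68% of 7249) and spleen 122 (0.858% of 14211), and small intestine met the criteria at 1.27% of 9108 sites. The union over tissues was 714 sites, and 575 of these also had enough reads in KO. Sites that met the criteria in WT and were at level 0 in both KO libraries numbered 5 in small intestine, 14 in liver, 11 in spleen, 16 in kidney and 37 in heart, 72 in the union, in 69 genes. The background of this rule was measured by letting WT and KO trade places, which gave 10, 15, 20, 31 and 21 sites in the same order. Of the 83 pairs of a site and a tissue at level 0 in KO, 38 had the sequence CTCCA starting at the methylated C, against 2 of the 97 pairs found in the swapped direction. Sites at level 0 in KO in at least 2 tissues numbered 9, among them those of Csf1r, Ephx2, Phyh and Cux1, and 7 of the 9 had CTCCA; the swapped rule gave 0 such sites.

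**Figure D1:**
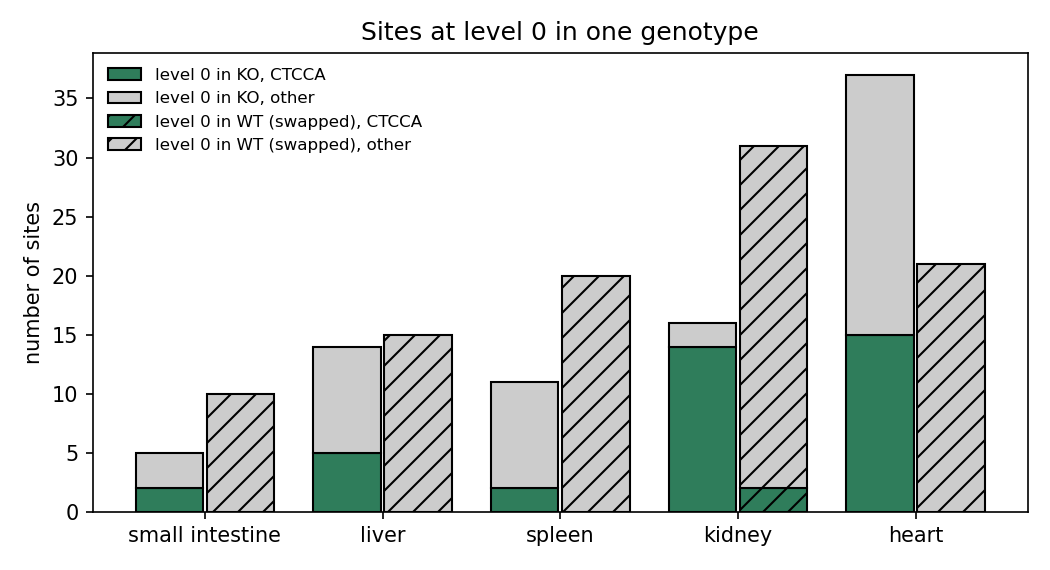
Number of sites (vertical axis) per tissue that met the criteria in one genotype and were at level 0 in both libraries of the other, divided into sites with and without CTCCA. Sites with CTCCA were at level 0 in KO in 2, 5, 2, 14 and 15 cases, while the swapped direction held 2 such sites, both in kidney.

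Each tissue was then tested site by site by edgeR's quasi-likelihood test (two-sided, Benjamini-Hochberg adjustment), with the spread between its libraries partly or fully pooled over sites. The prior degrees of freedom of this pooling were infinite in small intestine and spleen, 72.8 in heart, 4.79 in liver and 2.15 in kidney. A site's own spread therefore carried no weight in small intestine and spleen and little in heart, so sites with an SD above their mean could pass. In small intestine 3 of 127 sites fell. Itln1, a lectin secreted by intestinal epithelium, went from 0.214 ± 0.0349 to 0.000157 (SD, n = 2 in each genotype, edgeR adjusted p = 8.88e-26) in 3' UTR exon 8 (chromosome 1, position 171518214), with 2683 and 3351 reads in WT and 3191 and 1367 in KO. Igfbp6, which binds insulin-like growth factors, went from 0.471 ± 0.0625 to 0.00503 ± 0.00711 (edgeR adjusted p = 2.43e-07) in coding exon 4 (chromosome 15, position 102149253). The third was the Ephx2 site, which was at 0.0967 ± 0.0161 in WT and at 0 of 1133 reads in KO (edgeR adjusted p = 7.75e-07; 0.0619 by limma). The one site that rose lay in the 3' UTR of the transcription factor gene Gata6 (exon 7, chromosome 18, position 11084724), at 0 in WT and 0.160 ± 0.194 in KO (edgeR adjusted p = 0.0398). This call was lost with the replicate number as a block (edgeR adjusted p = 0.181) and by limma (adjusted p = 0.101).

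In liver 1 of 154 sites fell and 3 rose. The site that fell was in coding exon 3 of Serpina1c, an alpha-1-antitrypsin gene (chromosome 12, position 103897070). Its level was 0.104 ± 0.001 (SD, n = 2) in WT, and 0 of 20452 KO reads were unconverted, which allows a level of up to 0.000147 (edgeR adjusted p = 1.12e-06). Sites that rose in KO were a coding site of Serpina3k, a secreted serine protease inhibitor, in exon 5 (chromosome 12, position 104345380, 0.180 ± 0.00123 to 0.309 ± 0.00784, edgeR adjusted p = 0.0217), and one of Alb, serum albumin, in exon 12 (chromosome 5, position 90472684, 0.140 ± 0.0198 to 0.214 ± 0.00667, edgeR adjusted p = 0.0462). The third was a site in exon 1 of the noncoding transcript Gm14414 (chromosome 2, position 177460841, 0 to 0.0927 ± 0.0294, edgeR adjusted p = 0.0462). None of these 3 had CTCCA. The CTCCA sites of Csf1r, Hgsnat and H2-Aa were at 0.328, 0.176 and 0.0831 in WT liver and at 0 in KO, and each passed when adjusted over the list alone (0.0128 each) but not over all sites tested (0.121, 0.121 and 0.113). Liver WT replicate 1 held 208 of the 242 WT reads at the Csf1r site and 818 of 939 at the H2-Aa site, and spleen lymphoid and myeloid markers took 0.241% of its reads, against 0.0122% to 0.0194% in the other liver libraries.

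In heart 11 of 523 sites fell, 10 of them with CTCCA. Myl4, the atrial myosin light chain, had a level of 0.230 ± 0.0157 (SD, n = 2) in 3' UTR exon 7 (chromosome 11, position 104585765) from 7185 and 7500 WT reads, and 0 of 1166 KO reads were unconverted (edgeR adjusted p = 8.08e-27). Selenok, a selenoprotein of the endoplasmic reticulum, fell from 0.141 ± 0.000859 to 0 of 2019 reads (edgeR adjusted p = 2.88e-20) in coding exon 4 (chromosome 14, position 29973423). Igfbp6 fell from 0.476 ± 0.142 to 0.00476 ± 0.00673 (edgeR adjusted p = 8.65e-05), at the same site as in small intestine. The peroxisomal enzyme gene Phyh fell from 0.307 ± 0.244 to 0 of 416 reads (edgeR adjusted p = 0.000162), and Csf1r to 0 of 204 reads (edgeR adjusted p = 0.0425). Hdlbp, 3110040N11Rik, Myom1, Atpaf1 and Tmem250-ps also fell, from WT levels of 0.0888, 0.135, 0.0980, 0.0943 and 0.203. The site without CTCCA was in coding exon 11 of Tgm2, a transglutaminase (0.0758 ± 0.0172 to 0 of 479 reads, edgeR adjusted p = 8.65e-05), where the sequence reads CTCTA. The one site that rose was in the 3' UTR of Ndufa12, a subunit of respiratory complex I, from 0.0149 ± 0.0210 to 0.130 ± 0.110 (edgeR adjusted p = 0.0239).

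In spleen 0 of 152 sites fell past the adjusted edgeR threshold, with 3 at an unadjusted p under 0.05, 2 of them with CTCCA, and 0 by limma. In kidney it was 0 of 209, with 15 at an unadjusted p under 0.05, 12 of them with CTCCA, and 0 by limma. In kidney 0 sites rose by edgeR or by limma, with 1 at an unadjusted p under 0.05. The Csf1r site in spleen had an adjusted p of 0.0520 over all sites and 0.00205 adjusted over the list alone, the list being the CTCCA sites, and Ighg3 had 0.0213 adjusted over the list alone. In kidney the 16 CTCCA sites gave 0 adjusted over the list alone, the smallest value being 0.0504. Sites of Ddx5 and Atp5c1 rose in spleen from 0 to 0.0584 ± 0.0809 and 0.0984 ± 0.138 (edgeR adjusted p = 0.0388 and 0.0411), each with nearly all of its signal in replicate 2. Over the 5 tissues the 45 tests of CTCCA sites gave 14 that fell, or 25 adjusted over the list alone, and 0 that rose (0 at an unadjusted p under 0.05 and 0 by limma). Limma on logit levels found 2 sites that fell in small intestine, 2 in liver and 0 in heart, and 0 that rose in any tissue, so the call of Ephx2 in small intestine, the calls in heart and all calls of a rise depend on the tool. With the replicate number as a block, Alb in liver and Csf1r and Tmem250-ps in heart also no longer passed (edgeR adjusted p = 0.198, 0.160 and 0.0571).

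Many sites with a high level did not pass the test. In heart a site of Pabpc4, a poly(A)-binding protein, was at 0.752 in WT and 0.862 in KO, and one of Corin, the protease that processes natriuretic peptides, at 0.667 and 0.567. Slc25a4, the ADP/ATP carrier of heart mitochondria, was at 0.389 in WT, from 66659 and 99782 reads, and at 0.434 in KO. A coding site of Afg3l1 (exon 15, chromosome 8, position 123501322) was at 0.475 ± 0.0922 (SD, n = 2) in WT heart and 0.595 ± 0.119 in KO heart. The study treats Afg3l1 as a highly modified Nsun6 target in heart, and whether it means this site was not checked here. In liver Pm20d1 was at 0.704 and 0.517 and Sec61a1 at 0.432 and 0.410, and in spleen Nisch was at 0.979 and 0.951. Of the other genes named by the study, Vwa8 had a liver site in 3' UTR exon 26 at 0.303 ± 0.279 in WT and 0 in KO (edgeR adjusted p = 0.208). The tested Furin site in kidney was at 0.0536 in WT and 0.0607 in KO, and Nectin2 had 0 tested sites.

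Averaged over the CTCCA sites of a tissue, the level was lower in KO in 5 of 5 tissues. It went from 0.216 ± 0.0132 to 0.00130 in small intestine (4 sites), from 0.166 ± 0.00372 to 0 in liver (5 sites) and from 0.264 ± 0.0267 to 0 in spleen (2 sites; SD, n = 2 per genotype). Kidney went from 0.0986 ± 0.0142 to 0.00877 ± 0.0109 (16 sites) and heart from 0.187 ± 0.0591 to 0.000739 (18 sites). The mean over tissues fell by 0.184 (two-sided exact permutation within tissues, p = 0.000257, the smallest this design can give; adjusted over 4 sequence classes, 0.00103). These sites were chosen for meeting the criteria in WT or in KO; over all 443 pairs of a listed CTCCA site and a tissue with enough reads, whatever their level, the difference was -0.0236 (exact permutation p = 0.0113). The sites without CTCCA were at 0.105 in WT and 0.121 in KO (exact permutation p = 0.361), and those with CNGGG, the sequence known for Nsun2, at 0.115 and 0.138 (exact permutation p = 0.112). Without spleen KO replicate 1 the CTCCA difference was -0.0840 (exact permutation p = 0.107); in that setting replicate 2 alone decides which spleen sites meet the criteria in KO.

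**Figure D2:**
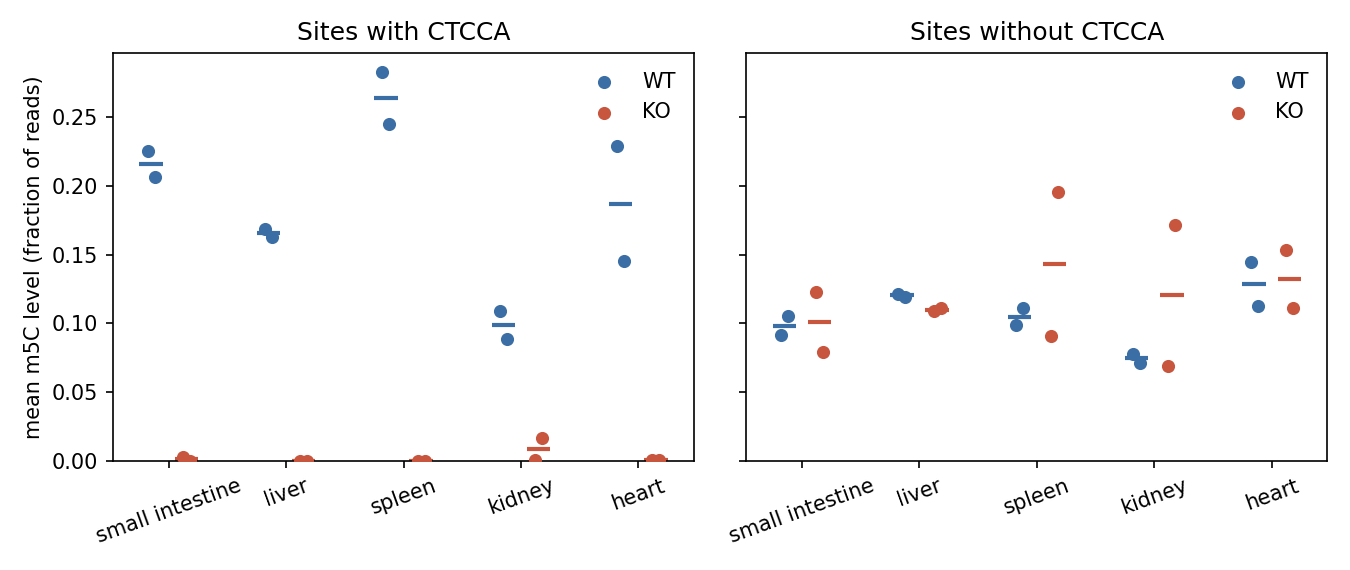
Mean m5C level (vertical axis, fraction of reads unconverted) of sites with and without CTCCA in each tissue, with a point for each library and a line at the mean of each genotype. At CTCCA sites the KO means lie between 0 and 0.00877 and the WT means between 0.0986 and 0.264.

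The sequence around lost sites was compared next, since the study asked which sequence Nsun6 prefers. CTCCA was taken from the study, which read it from its Nsun6-dependent sites in these same libraries and had reported it before in a human cell line. The shares below are therefore not an independent finding of CTCCA. CTCCA was found at 29 of the 72 sites at level 0 in KO (40.3%) and at 3 of the 503 other sites (0.596%), an odds ratio of 110.6 (95% interval 32.3 to 587, two-sided Fisher's exact test, p = 7.58e-26). The Igfbp6 site fell but kept a few unconverted reads in KO, so it counts among the other sites. Against the 97 sites of the swapped rule, 2 of which had CTCCA, the odds ratio was 31.4 (95% interval 7.40 to 281, Fisher's exact p = 7.33e-11). CNGGG, which excludes CTCCA, was found at 5 of 72 (6.94%) against 95 of 503 (18.9%, odds ratio 0.321, Fisher's exact p = 0.0118), but among sites without CTCCA it was 5 of 43 (11.6%) against 95 of 500 (19%, odds ratio 0.561, Fisher's exact p = 0.306). Examples are ACTTCGAATCCTCTACGAGAA around the Tgm2 site, TTGCCAGTGTCTCCAGATGGT around the Igfbp6 site and AAGCACGTTTCTCCAGGGTGA around the Myl4 site, each with the methylated C in the middle.

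Along the mRNA, coding sequence held 45 of the 72 sites at level 0 in KO (62.5%) and 247 of the 503 others (49.1%), and the 3' UTR held 20 (27.8%) and 208 (41.4%). Neither passed after adjustment over 4 regions (two-sided Fisher's exact adjusted p = 0.0864 for both). The region within 200 nt of the stop codon, where Myl4, Selenok, Igfbp6 and 3110040N11Rik have their sites, held 10 of 72 (13.9%) and 100 of 503 (19.9%, odds ratio 0.650, adjusted p = 0.352). With sites called by the edgeR test in place of the rule of level 0, the direction turned, to 42.9% of 14 sites against 18.5% of 561 (odds ratio 3.29, adjusted p = 0.137). Sites with CTCCA lay in coding sequence more often than those without, at 23 of 32 against 269 of 543 (odds ratio 2.60, adjusted p = 0.0345), and in the 3' UTR less often, at 5 of 32 against 223 of 543 (odds ratio 0.266, adjusted p = 0.0183).

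Gene lists fixed before the data were examined were then compared between the 69 genes with a site at level 0 in KO and 430 genes with other sites only (two-sided Fisher's exact test, adjusted over 9 lists). Immune and antigen presentation genes were more common among the former, 5 against 4 (odds ratio 8.26, adjusted p = 0.0255), with Csf1r, H2-Aa, Ighg3, Tapbp and Vav2 (3 of the 5 with a CTCCA site at level 0). Of 29 tests on this list 1 site fell, or 2 adjusted over the list alone. The matrix and fatty acid oxidation list had 5 against 5 (odds ratio 6.60, adjusted p = 0.0255), with Acot2, Ephx2, Phyh, Tufm and Vwa8 (2 of the 5 with a CTCCA site), and 2 of 25 tests fell, or 4 adjusted over the list alone. The Acot2 site was at 0.0904 in WT kidney and 0 in KO kidney, but at 0 in WT liver and 0.0776 in KO liver, so it was also found by the swapped rule. Focal adhesion and cell junction genes had 4 against 3 (odds ratio 8.69, adjusted p = 0.0255), with Cadm4, Itga7, Pgm5 and Tgm2 (1 of the 4 with a CTCCA site), and 1 of 13 tests fell, or 1 adjusted over the list alone. The lysosome and endosome list had 4 against 4 (odds ratio 6.51, adjusted p = 0.0343), with Acp2, Hgsnat, Rab11b and Vps26c (3 of the 4 with a CTCCA site), and 0 of 20 tests fell or rose by edgeR, over all sites or adjusted over the list alone (5 lower and 0 higher at an unadjusted p under 0.05, 0 by limma). The lists took in genes that the study named from these samples, so their counts are not independent evidence. Set against the 92 genes of the swapped rule in place of the 430, none of the 9 lists passed (smallest Fisher's exact adjusted p = 0.0962; unadjusted p = 0.0133 for the immune list and 0.0321 each for the focal adhesion and the lysosome list). When the swapped rule's genes were compared in the same way with other genes that met the criteria in KO, none passed either (smallest adjusted p = 0.731, smallest unadjusted p = 0.331).

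The other 5 lists did not pass. Sarcomere and contractile genes had 2 against 5 (adjusted p = 0.322), with Myl4 and Myom1, and both sites fell in heart, out of 13 tests, or 2 adjusted over the list alone. Plasma proteins had 2 against 5 (adjusted p = 0.322), with Apob and Serpina1c; 3 of 10 tests fell and 2 rose, or 4 and 3 adjusted over the list alone. The secretory pathway had 3 against 4 (adjusted p = 0.106), with Pcsk6, Selenok and Tpst2, and 1 of 18 tests fell, or 1 adjusted over the list alone. The mitochondrial inner membrane list had 1 against 12 (adjusted p = 1), the 1 being Atpaf1, with 1 of 28 tests that fell and 1 that rose, or 1 and 1 adjusted over the list alone. The ribosome list had 1 against 7 (adjusted p = 1), the 1 being Pabpc4, with 0 of 15 tests that fell or rose by edgeR, over all sites or adjusted over the list alone (0 lower and 1 higher at an unadjusted p under 0.05, 0 by limma).

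A single genotype effect over all 5 tissues was tested at the 216 sites with enough reads in every library, and 5 sites fell, all with CTCCA. Selenok fell from 0.0546 ± 0.0486 to 9.17e-05 (SD, n = 10 per genotype, edgeR adjusted p = 2.03e-09) and was lower in KO in 5 of 5 tissues. 3110040N11Rik fell from 0.0582 ± 0.0465 to 0.000457 (edgeR adjusted p = 9.74e-06), and H2-Aa, the alpha chain of a class II histocompatibility molecule, from 0.0314 ± 0.0365 to 0 (edgeR adjusted p = 0.000213), both lower in 5 of 5 tissues. Tmem250-ps fell from 0.0658 to 0 (edgeR adjusted p = 0.00677, lower in 3 of 5 tissues) and Selenok-ps8 from 0.0681 to 0 (edgeR adjusted p = 0.0201, lower in 5 of 5 tissues). Selenok and its listed copies Selenok-ps8 and Selenok-ps5 share the sequence CCCAGCCCTCCTCCAATGGCT around the site, so their reads cannot be assigned with certainty, and 4 sites fell when the listed copies of Selenok were left out. When all genes whose symbols have -ps, Gm or Rik were left out, a rule that also takes 3110040N11Rik, 2 sites fell. By edgeR 0 sites rose, with 6 at an unadjusted p under 0.05 and 0 by limma. Without spleen KO replicate 1 the number that rose was 33, without kidney KO replicate 1 it was 7, without heart KO replicate 2 it was 2 and without small intestine KO replicate 2 it was 1. A genotype effect that differed between tissues passed at 0 of 216 sites by edgeR (2 at an unadjusted p under 0.05, smallest adjusted p = 0.517; no other tool was run).

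The study also asked whether sites are methylated in some tissues only. Rps14, a protein of the small ribosomal subunit, had a coding site in exon 4 (chromosome 18, position 60776976) at 0.108 ± 0.0227 (SD, n = 2) in WT heart and 0.0142 ± 0.00301 in WT liver (edgeR adjusted p = 9.87e-38), and another in exon 5 (position 60777849) at 0.106 ± 0.00537 in heart and 0.0182 ± 0.00144 in spleen (edgeR adjusted p = 1.14e-30). Atp5b, a subunit of the mitochondrial ATP synthase (chromosome 10, position 128089039), was at 0.0891 ± 0.0104 in heart and 0.00359 ± 0.00170 in small intestine (edgeR adjusted p = 2.56e-27). Rps21 was at 0.107 ± 0.0148 in heart and 0.0196 ± 0.00225 in small intestine (edgeR adjusted p = 2.56e-25), and Idh3b, of the citric acid cycle, at 0.0957 ± 0.0183 in heart and 0 in small intestine (edgeR adjusted p = 1.2e-21). In all, 90 of 208 sites differed between WT tissues, and 80 of the 90 were highest in heart, 7 in liver and 3 in kidney. Among 8 CTCCA sites 2 differed, Selenok (highest in heart, 0.141) and Phyh (highest in heart, 0.307). Sites were chosen because at least 1 tissue met the criteria, which favours differences, and the same test on the KO libraries gave 15 sites.

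Over the 3098 listed sites with 20 or more reads in all 10 WT libraries, heart met the criteria at 179 (5.78%, exact Clopper-Pearson 95% interval 4.98 to 6.66). Small intestine had 43 (1.39%, 1.01 to 1.87), liver 57 (1.84%), spleen 37 (1.19%) and kidney 54 (1.74%). The odds ratio of heart was 4.36 against small intestine, 3.27 against liver, 5.07 against spleen and 3.46 against kidney (two-sided Fisher's exact adjusted p = 2.76e-21, 2.11e-16, 1.16e-23 and 2.79e-17). This test treats the sites of each tissue as separate sets, although the same 3098 sites were counted in each, so its p-values ignore that pairing. Median coverage over these sites lay between 70 reads (liver) and 120 (spleen). CTCCA sites made up 7 of the 179 in heart.

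**Figure D3:**
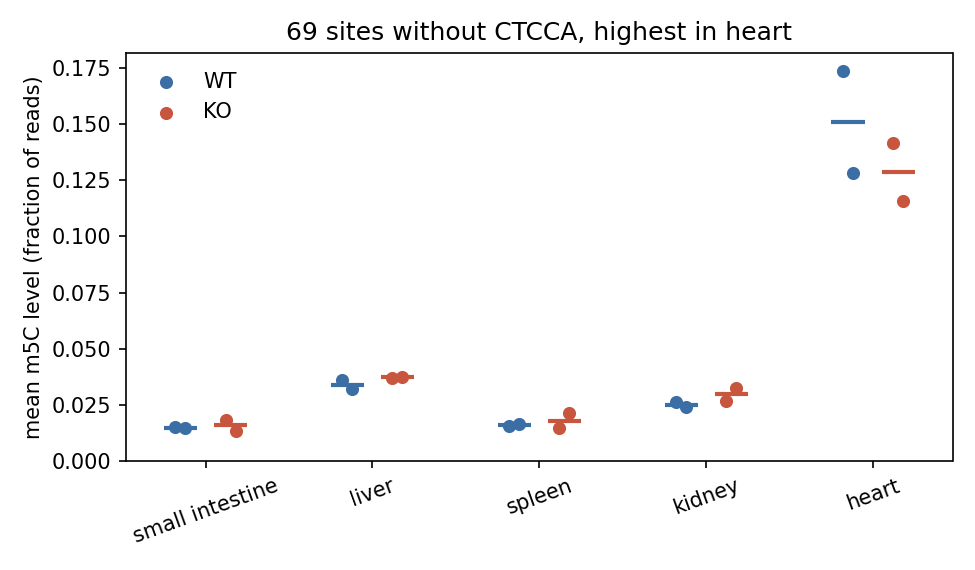
Mean m5C level (vertical axis, fraction of reads unconverted) over 69 sites without CTCCA that were highest in WT heart, with a point for each of the 20 libraries by tissue. The 4 heart libraries lie between 0.116 and 0.174 and the highest library of another tissue at 0.0376.

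Marker genes were read out to check the tissue labels, as the share of a library's reads over listed sites. Liver markers took 14% to 35.4% of reads in liver, spleen markers 1.82% to 3.03% in spleen, small intestine epithelium 0.405% to 2.27% in small intestine, kidney markers 0.254% to 0.539% in kidney and heart markers 0.139% to 0.373% in heart. Kidney markers took 0.110% of heart KO replicate 2, against 0.00737% to 0.0202% of the other heart libraries. Pancreas acinar genes, mostly the elastase gene Cela2a, took 1.41% of small intestine WT replicate 1 and 0.911% of KO replicate 1. They had no listed reads in both libraries numbered 2, which means under 10 reads at each site. Erythroid genes took 4.39% of spleen WT replicate 1 and 0.00365% to 0.314% of the other spleen libraries, and 0.542% of liver WT replicate 1. Smooth muscle genes reached 1.09% in small intestine KO replicate 1, and adipose, skeletal muscle and plasma cell genes stayed at or below 0.0813%, 0.0547% and 0.0300% in every library.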

Values the study reported

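The study reported 119 m5C sites in the small intestine, 97 in the liver, 113 in the spleen, 170 in the kidney and 409 in the heart. It counted 18, 14, 7, 16 and 39 of these as dependent on Nsun6, in the same order of tissues. Over the union of tissues it gave 639 sites, 80 of them Nsun6-dependent. The bisulfite conversion rate was stated to exceed 98% in every library.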

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

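All tests in this part were chosen only after the results they bear on had been seen. Heart KO replicate 2 held listed reads of genes that are markers of other tissues and had no listed reads in both WT heart libraries, which made it stand out. The lowest coverage listed was 10 reads, so no listed reads means under 10 at each site, not that the transcript was missing. Per 1000000 reads over listed sites it had 623 in Kap and 302 in Umod, both expressed by kidney tubules, 539.5 in Hba-a1, a globin gene of red blood cells, and 239.7 in Alb, the main secreted protein of hepatocytes. Kap varied widely in kidney itself, with 3687 in WT replicate 2, 1324 in KO replicate 1, 76.9 in KO replicate 2 and no listed reads in WT replicate 1. The Kap value in heart KO replicate 2 lay above the lower of these, so Kap alone does not measure a share of kidney RNA.

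Kidney RNA in heart KO replicate 2 is a candidate explanation for part of these reads in markers of other tissues. Of 176 sites in kidney transcripts without listed reads in the other heart libraries, 58.5% had listed reads there (exact Clopper-Pearson 95% interval 50.9 to 65.9). In each of the other heart libraries it was 7.59% to 9.88% of such sites. Spp1 (274), Slc27a2 (217) and Napsa (209.6 reads on that scale) were among the most abundant in heart KO replicate 2. A general gain of low transcripts in that library is argued against by sites of spleen transcripts, of which 12.4% had listed reads (8.77 to 16.8). Transcripts of small intestine (27.8%) and liver (35.5%) were also more often seen there than in the other heart libraries (9.57% to 16.8% and 5.33% to 8.97%), so a source other than kidney alone stays open, as does a difference between animals, which was not tested. The 11 sites that fell in heart were all at level 0 in KO replicate 1, and in KO replicate 2 those of 3110040N11Rik and Igfbp6 had 0.00457 and 0.00952.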

How the results depend on the processing

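The settings added after the data had been seen are the mean levels over sites chosen on summed reads, the fit without the Selenok copies, the crossed replicate block in heart, the fit without spleen KO replicate 2 and kidney KO replicate 2, the tissue test on KO libraries and the authors' mark of passed sites, and the correlations of coverage were also chosen then; the other settings in this part were planned. Leaving aside single libraries left out, 149 values of the main results kept their direction and side of the threshold or stayed within 1.5 times. In the same settings 1 value turned and the other counts moved by more, as given below. The counts that moved were fewer than the values that did not, but they made up a large part of the total. With single libraries left out, many counts also moved by more and some values turned. The mean level of CTCCA sites was lower in KO in every setting run, and past the threshold in all but 1. The level of other sites did not pass in any setting. Depth limits the site calls: among sites at level 0 in KO the limit that a count of 0 allows reached 0.075 (Atp6v0a2 in heart, 0 of 40 KO reads), above the level minimum of 0.05. Where a stricter minimum or leaving out a library lowers or raises a count, fewer or more sites meet the criteria by construction; otherwise the cause was not tested.

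With a minimum of 10 reads, sites at level 0 in KO numbered 11 in small intestine, sites that rose 0 in small intestine, 1 in spleen and 2 in heart, sites that fell across tissues 9, and matched sites 68 in small intestine. With 50 reads, WT sites numbered 67 in small intestine, 81 in liver, 73 in spleen and 89 in kidney. Sites at level 0 in KO then numbered 1, 4, 2, 6 and 11 (small intestine, liver, spleen, kidney, heart), sites that rose 0 in small intestine, 5 in liver, 0 in spleen and 0 in heart, sites that differ between tissues 54, and matched sites 17, 31, 15, 22 and 91.

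With at least 3 unconverted reads, sites at level 0 in KO numbered 6 in spleen, 1 site fell in spleen, and sites that rose numbered 0 in small intestine, 1 in liver, 0 in spleen and 0 in heart. With a mean level of at least 0.1, WT sites numbered 59 in small intestine, 64 in spleen and 67 in kidney. Sites at level 0 in KO then numbered 1 in small intestine, 6 in spleen, 6 in kidney and 20 in heart, sites that fell 1 in spleen and 6 in heart, sites that rose 0 in small intestine, 0 in spleen and 0 in heart, and matched sites 20, 33, 11, 17 and 108.

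In small intestine, sites at level 0 in KO numbered 12 with a mean KO level at or below 0.01, 8 with no coverage minimum in KO and 3 with clustered sites left out. Without genes whose symbols have -ps, Gm or Rik 2 sites fell across tissues. With reads thinned to 20 per site, matched sites numbered 24, 29, 11, 18 and 87. With sites called by the test in place of level 0, the odds ratio near the stop codon turned to 3.29.

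With Fisher's exact or Cochran-Mantel-Haenszel tests on summed counts, which leave out the spread between libraries, 29, 33, 43, 32 and 127 sites fell and 29, 39, 70, 82 and 148 rose in small intestine, liver, spleen, kidney and heart, and 46 fell and 78 rose across tissues. By limma 2 sites fell in liver and 0 in heart, and 0 rose in small intestine, 0 in liver, 0 in spleen and 0 in heart. With a dispersion of 0, 6 fell in heart, 0 rose in small intestine, 0 in spleen and 0 in heart, and 3 rose across tissues. At an adjusted p under 0.1, 6 rose in liver, 3 rose in heart and 1 fell in spleen. With sites chosen on reads summed over all libraries, 2 fell in liver, 1 in kidney and 3 across tissues, and 0 rose in small intestine, 8 in liver and 0 in spleen. With 20 reads in at least 3 tissues, 12 fell across tissues by limma.

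The labels give the libraries a shared replicate number and nothing further. In small intestine, liver, spleen, kidney and heart, deviations in m5C of libraries with the same number correlated at -0.0746, 0.0753, -0.0882, -0.0977 and -0.145 across sites, and those in coverage at 0.331, 0.139, 0.384, -0.111 and 0.344. In small intestine, pancreas acinar reads were listed only in the libraries numbered 1, where under 10 reads at a site are not listed in any library. With the replicate block, 2 sites fell in liver, and 0 rose in small intestine, 7 in liver, 2 in heart and 1 across tissues; 13 of the 15 calls of a fall and 5 of the 7 of a rise within tissues were kept. With the pairing crossed in heart, 10 sites fell and 1 rose.

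Without spleen KO replicate 2 and kidney KO replicate 2 together, 9 sites fell and 2 rose across tissues. In the KO libraries 15 sites differed between tissues. Asking also for the authors' mark left 42, 47, 27, 42 and 206 WT sites.

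Leaving out 1 library at a time raises most counts by construction, since a lone library then sets the criteria. WT sites ranged from 398 to 721 in small intestine, 1466 to 2659 in liver, 706 to 4466 in spleen, 229 to 907 in kidney and 3177 to 3411 in heart. Sites at level 0 in KO ranged from 17 to 229, 18 to 896, 23 to 1880, 18 to 142 and 61 to 1135 in the same order, sites that fell from 0 to 13, 1 to 978, 0 to 3, 0 to 33 and 8 to 68, and sites that rose from 0 to 494, 0 to 45, 0 to 960, 0 to 1700 and 1 to 14. Across tissues 4 to 7 fell and 0 to 33 rose, the latter without spleen KO replicate 1, and 44 to 437 differed between tissues. The CTCCA difference ranged from -0.190 to -0.0840, the smallest without spleen KO replicate 1 (exact permutation p = 0.107), and that of other sites from -0.0253 to 0.0552. It was below 0 without small intestine WT replicate 2 (-0.00039), liver WT 1 (-0.0134), liver WT 2 (-0.00752), spleen WT 1 (-0.0253), spleen WT 2 (-0.00239), heart WT 1 (-0.00051) and heart WT 2 (-0.00981).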

Other observations

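The tests of heart-high sites, of the rule of level 0 and of CTCTA, and the splits of the libraries were chosen only after the results had been seen; the test over at least 3 tissues was planned. In that test, with limma at 478 sites, 12 sites fell in KO, all with CTCCA, and 0 rose. Beside the sites past the test in all 5 tissues, they were Csf1r (adjusted p = 1.81e-07), Hdlbp, an RNA-binding protein (0.000638), Apob, the main protein of low-density lipoprotein (0.000638), Ephx2 (0.00093), Phyh (0.00725), the transcription factor Cux1 (0.0208) and Rab11b, a small GTPase of recycling endosomes (0.0208).

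For the 5 sites that fell across tissues, 1 of 100 splits of the 20 libraries, 2 against 2 in each tissue and each choosing its own sites by the criteria, gave as many sites in one direction, and that was the real one. The highest of the other splits gave 3. With 100 splits, 1 of 100 is the smallest share possible, so chance is argued against for the count of 5 but not excluded. This also holds only if the tissues are independent, which the sources used here do not state. Without the listed copies of Selenok it was 4, with 3 in the highest other split, and without all symbols with -ps, Gm or Rik it was 2, with 1 in the highest other split; in both cases 1 of 100 splits, the real one, gave as many.

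The count of m5C sites at level 0 in KO in small intestine was 5 here, with a minimum of 20 reads in KO that the study's methods do not state. That is lower than the value quoted from the study above. The count rose, but stayed lower, without that minimum or with a mean KO level at or below 0.01. Igfbp6, which the study shows as Nsun6-dependent there, kept unconverted KO reads and was not counted. In liver (14), kidney (16) and heart (37) the counts were at or near the study's values. Matching counts do not show that the same sites were found. Sites without CTCCA made up 9, 2 and 22 of them in this order, against 15, 29 and 21 such sites in the swapped direction. In spleen the count was 11 here. That is higher than the value quoted from the study above. The direction in spleen turned with at least 3 unconverted reads (6 sites), a mean level of at least 0.1 (6) or 50 reads (2).

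Sites without CTCCA that were higher in heart than elsewhere may reflect a property of heart tissue itself, a hypothesis found in these data. Over the 69 such sites with enough reads everywhere, the KO heart libraries, which had no part in choosing them, lay above the other 8 KO libraries by 0.104 (exact two-sided permutation p = 0.0222, the smallest that 45 arrangements can give). Incomplete conversion in whole libraries is argued against, as far as the pooled level measures it, by spleen KO replicate 2. It had the highest pooled level elsewhere (3.83%) but only 0.0213 at these sites. The heart libraries had 1.05% to 1.86% elsewhere. That pooled level covers listed sites, most of them passed in 1 library, and is not a measured conversion rate. Incomplete conversion confined to certain transcripts of heart therefore stays open. Nsun6 activity is argued against at these 69 sites by the mean of 0.129 in KO heart, against 0.151 in WT heart, but not at the 2 CTCCA sites highest in heart, Selenok and Phyh, whose mean was 0.224 in WT heart and 0 in KO heart. That heart libraries were prepared or sequenced apart from the others was not tested and stays open.

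Sites at level 0 in KO without CTCCA could come from counts that fall to 0 by chance, since the rule picks sites for a high WT value. With WT and KO trading places, 11.05% of 860 sites without CTCCA were at level 0, against 5.94% of 758 in the real direction (Fisher's exact odds ratio 0.508, p = 0.000263). Spleen and kidney, whose KO libraries numbered 2 had the highest pooled levels, gave 49 of the 95 swapped sites; in small intestine, liver and heart together it was 34 of 555 against 46 of 597 swapped (odds ratio 0.782, 95% interval 0.478 to 1.27, Fisher's exact p = 0.299), and in heart 22 of 367 against 21 of 387, so no excess of such sites was detected. For CTCCA sites the same explanation is argued against, by number, with 38 of 43 at level 0 in KO against 2 of 2 when WT and KO traded places; the shares give no contrast (Fisher's exact p = 1), since only 2 CTCCA sites met the criteria in KO with enough reads in WT. The Tgm2 site in heart passed edgeR adjusted over all sites tested there (adjusted p = 8.65e-05, but 0.125 by limma, by which 0 heart sites passed). It was singled out because it passed, so this p-value is no separate test of chance. The 0 of 535 reads in kidney KO were likewise found by the rule of level 0. Chance is therefore not excluded for Tgm2, and other single sites without CTCCA stay open.

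The sites of Tgm2 and Tufm, at level 0 in KO without CTCCA, both read CTCTA, which raised the hypothesis that CTCTA is a second sequence at which the level falls without Nsun6. The mean level over 100 pairs of a CTCTA site and a tissue gave -0.0066 for KO minus WT (exact two-sided permutation p = 0.498; 0.986 adjusted over 12 single-base variants of CTCCA), and CTCCA itself gave -0.0236 by this measure (exact permutation p = 0.0113). A second statistic, chosen after that result and after the counts had been seen, was the number of pairs with at least 2 unconverted reads in both libraries, 6 in WT and 0 in KO (exact permutation p = 0.00154, 0.0185 adjusted over 12). Of the 6, 4 are the Tgm2 and Tufm pairs that raised the idea, and without them it was 2 against 0 (exact permutation p = 0.0556); the others were Psmb7 in heart (0.0112 to 0 of 1326 reads) and Galk1 in small intestine (0.0451 to 0.00926). The statistics disagree, and the question remains undecided.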
